A study of Mus musculus with 24 samples.

How the data were processed

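The data were 24 RNA-seq libraries of alveolar macrophages sorted from the lungs of C57BL/6J mice, 4 libraries in each of 6 groups. The groups were young naive Siglec F-high, old naive Siglec F-high, young asbestos Siglec F-high, old asbestos Siglec F-high, young asbestos Siglec F-low and old asbestos Siglec F-low. The sample labels gave an age of 8 to 12 weeks for the young and of more than 18 months for the old animals, and the series text placed the asbestos groups 28 days after asbestos. Per the labels, RNA was extracted from the sorted cells, poly(A)-selected, made into libraries with a NEBNext Ultra kit and sequenced on a NextSeq500. The series text spoke of tissue-resident and monocyte-derived cells, but the sample labels named the sorts only by Siglec F, and those names were kept.

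The authors deposited 1 table of counts per Ensembl mouse gene, with 43430 gene IDs and 24 columns, and its values were whole numbers that had not been scaled. The aligner, counting program, genome build, annotation and strand setting were not given in the sources used here. All 24 columns were matched to a sample by their titles. Symbols were found for 42462 IDs, and 968 IDs without a symbol, which held 0.117 to 0.196% of the counts of a library, were tested but not named. Positions were looked up by gene ID in GENCODE M21 on GRCm38, which held 42546 of the IDs (97.96%), so they describe the reference and not the build the authors used. Reads shared between similar genes, such as immunoglobulin genes or X- and Y-linked copies, could not be followed in a table of counts.

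Genes were kept with filterByExpr of edgeR by group, at a minimum count of 10 and a minimum total of 15, which left 13467 genes. Counts were scaled with TMM factors and fitted with the quasi-likelihood model of edgeR 4.0.16 in R 4.3.3, 1 term per group, all 24 libraries in 1 fit. The 7 comparisons of 2 groups and 2 interactions with age were tested by the quasi-likelihood F test, with Benjamini-Hochberg adjustment over the genes of each comparison, and a gene was called at an adjusted p under 0.05. The standard error (SE) of a log2 fold change was its absolute value divided by the square root of the F statistic. Values per gene are counts scaled to a common library size with the TMM factors (CPM), given as mean ± SD of 4 libraries unless another number is given. Log2 fold changes are given ± SE. Log2 CPM for correlations used a prior count of 2.

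The 8 gene lists for resident alveolar macrophages, monocyte-derived macrophages, the integrated stress response, endoplasmic reticulum chaperones, cytosolic heat shock, the proteasome, the cell cycle and the type I interferon response were tested with camera of limma 3.58.1 at a preset correlation of 0.01. They were also tested with fry and with camera at an estimated correlation, adjusted over the 56 pairs of a list and a comparison. They held 15 to 31 genes, of which 14 to 31 were tested. The groups, comparisons, lists, tests and alternatives, and the rule for naming genes, were fixed before the data were examined, except where a choice is said to have been made later.

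Under that rule 12 genes were named in advance, among them Siglecf, Marco, Pparg, Car4, Mmp12, Spp1, Apoe, Cx3cr1, Ddit3, Atf4 and Hspa5. In each comparison of 2 groups the 3 higher and the 3 lower called genes of smallest p whose CPM did not overlap between the 8 libraries were added, and in each interaction the 2 called genes of smallest p in each direction. Gene models without a given name were counted but not named. One of the genes named in advance and one of those added by rule are not reported here, though they stayed in the counts of genes and of values.

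The totals were 13423080 to 18124526 counts in 22 libraries and 11889517 and 3894699 in the others, which were both replicate 3 of an asbestos Siglec F-high group. These outlying libraries were kept in the fit with all libraries. After the data were seen, a second fit of 22 libraries was added, chosen on the share of rRNA-related counts, the number of genes with a count and the correlation with the rest of the group, and it tested 13629 genes. Its counts of called genes, and those of its other values that are named, stand beside the values of the first. The median SE of a log2 fold change was 0.24 in each of the 7 comparisons of 2 groups with 24 libraries, and 0.13 to 0.15 with 22.

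The replicate numbers were not said to pair animals. A pair of groups was taken as paired by number if every same-number correlation of the libraries' deviations from their group means was above 0.1. No pair of groups passed with 24 libraries, where the correlations were 0.0733 to 0.186 between the old asbestos sorts and -0.180 to 0.245 between the young ones. With 22 libraries the old asbestos sorts passed, at 0.150 to 0.205 over 3 numbers, and the young ones, at 0.0854 to 0.319, were below the limit for 1 number. Groups of different animals came near the limit or passed it for some numbers. Young naive Siglec F-high with young asbestos Siglec F-low libraries gave 0.0609 to 0.159. The rule therefore cannot tell sorts of the same animal from another likeness of libraries with the same number. The fits are therefore unpaired, with a replicate block among the alternatives. Libraries of a group differed by more than sampling alone gives (chi-square per degree of freedom 3.36 to 30.7 for pairs without an outlying library), which does not tell repeat preparations of a sample from separate samples. Each library was used as a replicate and none was averaged.

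The steps were tested on simulated data, made from the counts with 200 genes and the 21 tested genes of the cell cycle list changed in the naive age comparison. With 24 libraries edgeR recovered 65.5% of the 200 with 8 false calls (5.16% of all its calls, those in the list included), limma voom with sample weights 65.5% with 10, and DESeq2 73.5% with 35 (17.6%). With 22 libraries edgeR recovered 86.5% with 10 false calls (4.90%) and DESeq2 89% with 19 (8.72%). Of the simulated comparisons without a change, none had a false call by edgeR. Among 54 unchanged pairs of a list and a comparison, fry made 1 false call with 24 libraries and 0 with 22. Camera made 0 in both. Genes were drawn independently around a common profile, so correlated genes and libraries with an outlying profile were not simulated. These counts therefore do not show how camera or fry behaves where the genes of a list move together.

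The alternatives were RLE factors, library totals alone, no filter, a filter at a mean of 10 CPM, DESeq2 1.42.0, limma voom with sample quality weights, the libraries of the compared groups alone, counts thinned to the smallest library, replicate blocks, an absolute log2 fold change of at least 1, adjustment over all comparisons together, and removal of immunoglobulin, T cell receptor, haemoglobin and other-cell marker genes. For single results they also included Spearman correlation, a prior count of 0.5, and each library left out in turn. Libraries outside the compared groups were also left out in turn, and robust dispersions, the fit of 22 libraries, its Spearman and fry versions and its replicate block were added after the data were seen. Lists of 9 other cell types (B cell, T cell, alveolar type 2 epithelial, airway epithelial, neutrophil, eosinophil, endothelial, fibroblast and erythroid, 5 to 8 genes each) were fixed for tests of other cells. Lists of 17 genes of a handling response and of 8 plasma cell genes were written after the data were seen and before those genes were tested. Splicing, reads and sequence variants were not analysed here.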

Results

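Gene expression was compared in 24 libraries of sorted mouse alveolar macrophages, 4 in each of 6 groups that differed in age, asbestos exposure and Siglec F. Of the 24 libraries, 22 held 13423080 to 18124526 counts (median 16238500), with at least 1 count in 17069 to 18820 genes and 0.302 to 0.765% of counts on rRNA-related genes. Their log2 CPM correlated with the rest of their group at a Pearson coefficient of 0.971 to 0.993 across genes, which are not independent replicates. The most abundant gene took 1.85 to 6.00% of their counts. Old asbestos Siglec F-high replicate 3 held 3894699 counts, with 71.6% on rRNA-related genes, 35.6% on Gm42418 alone, 15037 genes with a count and a correlation of 0.900. Young asbestos Siglec F-high replicate 3 held 11889517 counts on 12528 genes, 1.31% of them rRNA-related, with a correlation of 0.865. The first 3 principal components held 35.0, 21.1 and 14.5% of the variance with all libraries, and 38.5, 14.8 and 5.56% without these 2. The counts of called genes from all 24 libraries are therefore set beside those from the other 22. Values of single genes and gene lists are from all 24 libraries unless the other fit is named.

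**Figure D1:**
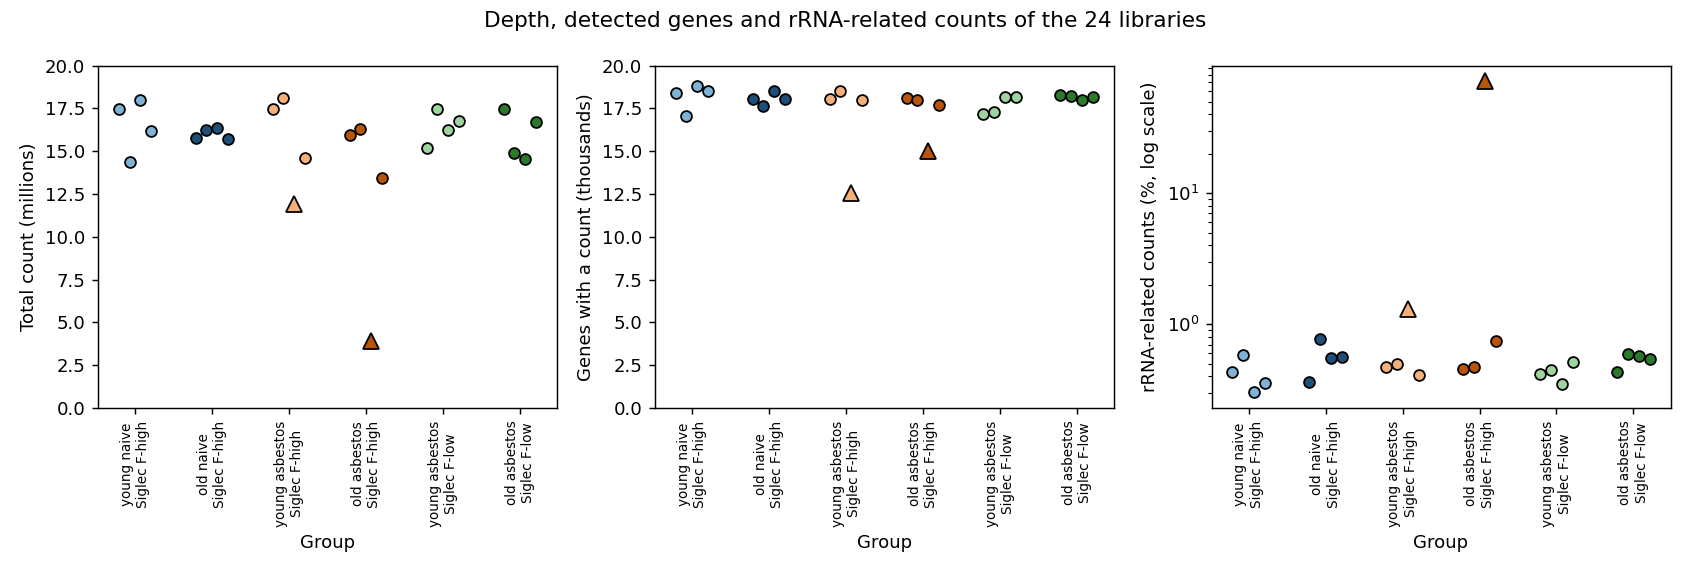
Total count, genes with a count and share of rRNA-related counts (%, log scale) of each library in the 6 groups, n = 4, with the outlying libraries as triangles. They held 3894699 and 11889517 counts, 15037 and 12528 genes, and 71.6 and 1.31% rRNA-related counts.

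How age changed naive Siglec F-high cells was asked with old against young, naive Siglec F-high. With all libraries edgeR called 273 of 13467 genes, 226 higher and 47 lower in old, and 1164 had an unadjusted p under 0.05 where chance alone would give 673. The alternative that moved this count most was limma voom with sample quality weights, at 1870 genes. With 22 libraries edgeR called 1094 genes (697 higher, 397 lower), all of the 273 among them in the same direction. The count was 179 without young naive replicate 3, 180 without young naive replicate 4 and 726 without young asbestos Siglec F-high replicate 3. Col4a2 (ENSMUSG00000031503, chromosome 8, 11312805 to 11449287, plus strand) rose from 2.68 ± 0.359 to 177 ± 50.3 CPM, a log2 fold change of 6.04 ± 0.45 (edgeR adjusted p 7.24e-08). For Pla2g2d (ENSMUSG00000041202, chromosome 4, 138775735 to 138782046, plus strand) the means were 0.435 ± 0.194 and 28.8 ± 9.07 CPM, with a change of 6.03 ± 0.52 (edgeR adjusted p 3.82e-07). Ecm1 (ENSMUSG00000028108, chromosome 3, 95734147 to 95739569, minus strand) rose from 13.7 ± 0.859 to 67.0 ± 14.8 CPM, by 2.29 ± 0.20 (edgeR adjusted p 3.82e-07). Lower in old were Inka1 (ENSMUSG00000042106, chromosome 9, 107984223 to 107985879, minus strand), at 8.54 ± 2.5 and 1.21 ± 0.363 CPM (-2.81 ± 0.39, edgeR adjusted p 8.85e-05), and Lrrc75a (ENSMUSG00000046417, chromosome 11, 62604884 to 62648523, minus strand), at 11.3 ± 0.507 and 4.25 ± 1.24 CPM (-1.41 ± 0.20, edgeR adjusted p 0.000150). Uck2 (ENSMUSG00000026558, chromosome 1, 167222883 to 167285320, minus strand) went from 119 ± 23.8 to 69.0 ± 14 CPM (-0.78 ± 0.14, edgeR adjusted p 0.00158).

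Of the 11 genes named in advance and given here, edgeR called Mmp12 in this comparison with all libraries. Mmp12 (ENSMUSG00000049723, chromosome 9, 7344381 to 7369499, plus strand) rose from 4.85 ± 1.12 to 52.7 ± 68.7 CPM, by 3.44 ± 0.61 (edgeR adjusted p 0.00186), with 155 CPM in old replicate 2 and 12.6 to 25.5 CPM in the other 3 old libraries. Without old naive replicate 2, the value for Mmp12, old against young, naive Siglec F-high, was 1.93 and still called. Spp1 (0.84, edgeR adjusted p 0.185 with 24 and 0.00722 with 22 libraries), Hspa5 (-0.40, 0.326 and 0.0198) and Pparg (0.30, 0.373 and 0.0431) were called with 22 libraries alone. Siglecf differed by -0.10 (edgeR adjusted p 1).

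The age difference after asbestos was asked first with old against young, asbestos Siglec F-high. With all libraries edgeR called 641 genes, 389 higher and 252 lower in old, and 3538 had an unadjusted p under 0.05. With 22 libraries it called 997 (660 higher, 337 lower), and 454 genes were called in both fits in the same direction, while 187 of the 641 were lost. The count was 1542, 1395 and 1592 without young asbestos Siglec F-high replicates 1, 2 and 4, and 336 and 314 without old asbestos Siglec F-high replicates 1 and 4. With the libraries of these groups alone it was 17. Cd209b (ENSMUSG00000065987, chromosome 8, 3917655 to 3926844, minus strand) rose from 1.82 ± 0.889 to 18.8 ± 5.34 CPM, by 3.38 ± 0.28 (edgeR adjusted p 1.97e-07). Ecm1 rose from 20.8 ± 6.63 to 111 ± 19.9 CPM, by 2.42 ± 0.20 (edgeR adjusted p 1.97e-07), with 10.9 CPM in the outlying young library and 23.3 to 25.3 CPM in the others. Col4a2 rose from 4.97 ± 1.93 to 170.3 ± 76.0 CPM, by 5.05 ± 0.43 (edgeR adjusted p 2.17e-07), and by 4.55 with 22 libraries. H2afx (ENSMUSG00000049932, chromosome 9, 44334694 to 44336077, plus strand) went from 55.5 ± 6.90 to 33.7 ± 1.91 CPM (-0.72 ± 0.10, edgeR adjusted p 0.000184), with 36.6 CPM in old replicate 2 and 32.7 to 32.8 CPM in the other old libraries. Swap70 (ENSMUSG00000031015, chromosome 7, 110221711 to 110283506, plus strand) went from 52.1 ± 3.11 to 30.6 ± 5.55 CPM (-0.74 ± 0.11, edgeR adjusted p 0.000240), and Ezh2 (ENSMUSG00000029687, chromosome 6, 47530139 to 47595341, minus strand) from 25.9 ± 3.20 to 14.8 ± 1.42 CPM (-0.81 ± 0.13, edgeR adjusted p 0.000474).

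Among the 11 genes named in advance and given here, edgeR called Apoe, Mmp12 and Hspa5 in the comparison of old with young asbestos Siglec F-high libraries. Apoe (ENSMUSG00000002985, chromosome 7, 19696109 to 19699188, minus strand) fell from 110.2 ± 4.30 to 56.5 ± 19.8 CPM (-0.93 ± 0.20, edgeR adjusted p 0.00777 with 24 and 0.0140 with 22 libraries). Mmp12 rose from 52.8 ± 23 to 227 ± 103 CPM (2.12 ± 0.56, edgeR adjusted p 0.0334 and 0.0141), and one of the young libraries, replicate 1, held 87.3 CPM where the others held 39.8 to 42.6. The call of Mmp12, old against young, asbestos Siglec F-high, was lost without old replicate 1, 2 or 4 (edgeR adjusted p 0.0834, 0.0619 and 0.0782) and with an additive replicate block (0.0525). Hspa5 (ENSMUSG00000026864, chromosome 2, 34771970 to 34777547, plus strand) fell from 1436 ± 193 to 965 ± 217 CPM (-0.57 ± 0.16, edgeR adjusted p 0.0375), but was not called with 22 libraries (-0.34, 0.0985). The call of Hspa5, old against young, asbestos Siglec F-high, was also lost without young replicate 3 (0.0645), without old replicate 1, 2 or 3 (0.0843, 0.0571 and 0.0892) and with the block (0.0538).

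In the Siglec F-low sort, old against young, asbestos Siglec F-low, edgeR called 174 genes, 117 higher and 57 lower in old, with 1097 at an unadjusted p under 0.05. With 22 libraries it called 983 genes (518 higher, 465 lower), which included all 174. The count was 620 without young asbestos Siglec F-high replicate 3. It was 77, 99, 102 and 99 without young asbestos Siglec F-low replicates 1 to 4, and 106, 93 and 104 without old asbestos Siglec F-low replicates 1, 2 and 4. Cd209b rose from 1.01 ± 0.0691 to 8.18 ± 1.45 CPM, by 3.02 ± 0.29 (edgeR adjusted p 6.24e-06), and Stk39 (ENSMUSG00000027030, chromosome 2, 68210445 to 68472268, minus strand) from 1.84 ± 0.206 to 8.89 ± 2.73 CPM, by 2.27 ± 0.25 (edgeR adjusted p 2.21e-05). Col4a2 rose from 15.9 ± 1.41 to 178 ± 131 CPM, by 3.48 ± 0.39 (edgeR adjusted p 2.82e-05), with 374 CPM in old replicate 2 and 98.8 to 122 CPM in the others. Without that library the value for Col4a2, old against young, asbestos Siglec F-low, was 2.83 and still called. Kif11 (ENSMUSG00000012443, chromosome 19, 37376403 to 37421859, plus strand) fell from 32.0 ± 1.98 to 18.3 ± 3.33 CPM (-0.81 ± 0.12, edgeR adjusted p 0.000610), with 23.3 CPM in old replicate 3 and 16.3 to 17 CPM in the others. Lrrc75a fell from 8.35 ± 0.518 to 3.17 ± 0.310 CPM (-1.40 ± 0.21, edgeR adjusted p 0.000695) and Ccna2 (ENSMUSG00000027715, chromosome 3, 36564865 to 36572150, minus strand) from 34.5 ± 4.04 to 19 ± 2.23 CPM (-0.86 ± 0.14, edgeR adjusted p 0.00203). Siglecf (ENSMUSG00000039013, chromosome 7, 43351341 to 43359531, plus strand) fell from 265 ± 27.4 to 173 ± 32.5 CPM (-0.61 ± 0.14, edgeR adjusted p 0.0257 with 24 and 0.000391 with 22 libraries). The call of Siglecf, old against young, asbestos Siglec F-low, was lost without young replicate 1, 2 or 4 (0.126, 0.0573 and 0.0962) and without old replicate 2, 3 or 4 (0.131, 0.0911 and 0.0938). Pparg (-0.32, edgeR adjusted p 0.0330) and Cx3cr1 (0.85, 0.0314) were called with 22 libraries alone.

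The response to asbestos was asked with asbestos against naive, young Siglec F-high, where edgeR called 256 genes, 192 higher and 64 lower after asbestos, with 2646 at an unadjusted p under 0.05. With 22 libraries it called 690 (474 higher, 216 lower), of which 237 were among the 256. The count was 134, 101 and 106 without young naive replicates 2, 3 and 4, and 647, 398 and 642 without young asbestos Siglec F-high replicates 2, 3 and 4. With the libraries of these groups alone it was 10. Mfge8 (ENSMUSG00000030605, chromosome 7, 79133768 to 79149060, minus strand) rose from 11.5 ± 1.52 to 94.5 ± 28.5 CPM, by 3.04 ± 0.22 (edgeR adjusted p 4.50e-08). Arg1 (ENSMUSG00000019987, chromosome 10, 24915221 to 24927484, minus strand) rose from 0.584 ± 0.125 to 8.90 ± 4.20 CPM, by 3.93 ± 0.35 (edgeR adjusted p 9.49e-07). Ptgs1 (ENSMUSG00000047250, chromosome 2, 36230426 to 36252272, plus strand) rose from 4.50 ± 1.27 to 23.2 ± 9.25 CPM, by 2.36 ± 0.22 (edgeR adjusted p 1.90e-06), with 6.38 CPM in naive replicate 1 and 3.69 to 4.12 CPM in the other naive libraries. Rhob (ENSMUSG00000054364, chromosome 12, 8497661 to 8500009, minus strand) fell from 465 ± 41.1 to 237 ± 37.6 CPM (-0.97 ± 0.12, edgeR adjusted p 9.71e-05), and 12 of the 17 genes of a handling list were lower after asbestos at both ages with 22 libraries. Rbpms (ENSMUSG00000031586, chromosome 8, 33782643 to 33929863, minus strand) fell from 21.7 ± 3.72 to 11.1 ± 0.671 CPM (-0.97 ± 0.14, edgeR adjusted p 0.000321).

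Of the genes named in advance and given here, edgeR called Mmp12 (3.44 ± 0.61, adjusted p 0.00294) and Spp1 higher after asbestos in young mice. Spp1 (ENSMUSG00000029304, chromosome 5, 104435118 to 104441050, plus strand) rose from 342 ± 84.7 to 916 ± 483 CPM (1.42 ± 0.28, edgeR adjusted p 0.00822), with 1609 CPM in the outlying young library, and by 1.0 with 22 libraries (0.00526). The call of Spp1, asbestos against naive, young Siglec F-high, was lost without naive replicate 3 or 4 (edgeR adjusted p 0.0543 and 0.0516). Car4 (ENSMUSG00000000805, chromosome 11, 84957786 to 84966044, plus strand) was called with 22 libraries alone (0.84, edgeR adjusted p 0.0364, against 1.34 and 0.0534), and so was Pparg (ENSMUSG00000000440, chromosome 6, 115360951 to 115490399, plus strand), at 0.35 (0.0374).

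For asbestos against naive, old Siglec F-high, edgeR called 105 genes, 96 higher and 9 lower after asbestos, with 1151 at an unadjusted p under 0.05. With 22 libraries it called 562 (430 higher, 132 lower), of which 93 were among the 105. The count was 39, 42 and 40 without old naive replicates 1, 2 and 3, 59 without old asbestos Siglec F-high replicate 4 and 411 without young asbestos Siglec F-high replicate 3. Arg1 rose from 0.682 ± 0.225 to 22.6 ± 8.28 CPM, by 5.11 ± 0.35 (edgeR adjusted p 1.07e-08). Fbp1 (ENSMUSG00000069805, chromosome 13, 62864753 to 62888282, minus strand) was at 0.0426 ± 0.0539 CPM in naive libraries, 2 of them at 0, and at 100.4 ± 67.8 CPM after asbestos, with 9.80 CPM in the outlying library (edgeR adjusted p 1.92e-06, no fold change given at this floor). Asap2 (ENSMUSG00000052632, chromosome 12, 20990459 to 21270171, plus strand) rose from 2.79 ± 0.430 to 10.8 ± 0.789 CPM, by 1.94 ± 0.19 (edgeR adjusted p 2.95e-06). Rhob fell from 440.0 ± 34.1 to 210.3 ± 13.7 CPM (-1.07 ± 0.12, edgeR adjusted p 3.82e-05). Gimap6 (ENSMUSG00000047867, chromosome 6, 48701582 to 48708225, minus strand) fell from 9.17 ± 2.25 to 3.26 ± 0.561 CPM (-1.49 ± 0.29, edgeR adjusted p 0.0127) and Jun (ENSMUSG00000052684, chromosome 4, 95049034 to 95052222, minus strand) from 548 ± 39.5 to 334 ± 46.6 CPM (-0.72 ± 0.14, edgeR adjusted p 0.0168). The call of Gimap6, asbestos against naive, old Siglec F-high, was lost without naive replicate 3 or asbestos replicate 4 (edgeR adjusted p 0.0599 and 0.0687). That of Jun, asbestos against naive, old Siglec F-high, was lost without naive replicate 2 or 3 or asbestos replicate 4 (0.0657, 0.0604 and 0.0651). The 8 B cell markers tested were lower in this comparison too (median -1.19 with 22 libraries, 4 called by edgeR). Whether fewer B cells in the asbestos sort lowered Gimap6 was not tested. Of the genes named in advance and given here edgeR called none with 24 libraries, and Mmp12 (2.12 ± 0.56 with 24, 2.40 with 22, edgeR adjusted p 0.0924 and 0.00921) and Spp1 (0.64 and 0.77, 0.504 and 0.0337) with 22. Without old naive replicate 2, Mmp12, asbestos against naive, old Siglec F-high, stood at 3.64 and was called.

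How the sorts differed was asked with Siglec F-low against Siglec F-high, young asbestos, where edgeR called 672 genes, 459 higher and 213 lower in Siglec F-low, with 2788 at an unadjusted p under 0.05. With 22 libraries it called 1638 (1011 higher, 627 lower), of which 617 were among the 672. The count was 1158 without young asbestos Siglec F-high replicate 1, and 427, 433 and 433 without young asbestos Siglec F-low replicates 1, 2 and 3. With the libraries of these groups alone it was 181. Arg1 rose from 8.90 ± 4.20 to 152 ± 39.5 CPM, by 4.09 ± 0.29 (edgeR adjusted p 2.87e-08), with 211 CPM in Siglec F-low replicate 2 and 131 to 137 CPM in the others. C1qb (ENSMUSG00000036905, chromosome 4, 136880129 to 136886187, minus strand) rose from 5.85 ± 1.28 to 45.9 ± 4.97 CPM, by 2.97 ± 0.23 (edgeR adjusted p 6.22e-08), and C1qa (ENSMUSG00000036887, chromosome 4, 136895917 to 136898803, minus strand) from 5.80 ± 1.40 to 38.1 ± 3.99 CPM, by 2.71 ± 0.22 (edgeR adjusted p 1.35e-07). Cpne5 (ENSMUSG00000024008, chromosome 17, 29155556 to 29238167, minus strand) fell from 188 ± 20.9 to 78.6 ± 10.2 CPM (-1.26 ± 0.18, edgeR adjusted p 0.000160). Pilra (ENSMUSG00000046245, chromosome 5, 137821952 to 137836281, minus strand) fell from 181 ± 38.3 to 88.5 ± 4.41 CPM (-1.03 ± 0.16, edgeR adjusted p 0.000293), with 238 CPM in the outlying library, and by -0.87 with 22 libraries. Dna2 (ENSMUSG00000036875, chromosome 10, 62947026 to 62974185, plus strand) fell from 75.3 ± 1.93 to 49.9 ± 4.81 CPM (-0.59 ± 0.10, edgeR adjusted p 0.000450).

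Of the genes named in advance and given here, edgeR called Apoe, Spp1, Mmp12 and Siglecf between the young sorts. Apoe rose from 110.2 ± 4.30 to 324 ± 62.4 CPM (1.55 ± 0.20, edgeR adjusted p 2.41e-05) and Spp1 from 916 ± 483 to 3389 ± 1002 CPM (1.89 ± 0.29, 0.000256). Mmp12 rose from 52.8 ± 23 to 587 ± 59.5 CPM (3.47 ± 0.59, edgeR adjusted p 0.000733), and Siglecf fell from 420.0 ± 73.5 to 265 ± 27.4 CPM (-0.67 ± 0.14, 0.00443). The cells were sorted by Siglec F, so lower Siglecf in the Siglec F-low sort is not independent of the sort at either age. Hspa5 (0.38 with 24, 0.46 with 22, edgeR adjusted p 0.163 and 0.00868) and Cx3cr1 (0.56 and 1.01, 0.338 and 0.0207) were called with 22 libraries alone. Cx3cr1 (ENSMUSG00000052336, chromosome 9, 119901616 to 120069879, minus strand) averaged 2.48 ± 1.52 and 3.58 ± 0.816 CPM, and with all counts thinned to the smallest library the value for Cx3cr1, Siglec F-low against Siglec F-high, young asbestos, was -0.05.

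In the same test at the other age, Siglec F-low against Siglec F-high, old asbestos, edgeR called 579 genes, 355 higher and 224 lower in Siglec F-low, with 2079 at an unadjusted p under 0.05. With 22 libraries it called 1578 (858 higher, 720 lower), of which 551 were among the 579. The count was 1543 without young asbestos Siglec F-high replicate 3, and 372 and 269 without old asbestos Siglec F-low replicates 3 and 4. Scaled by library totals alone, 240 genes were higher and 30 lower, with the median of all genes at 0.19. C1qb rose from 3.74 ± 1.44 to 72.5 ± 6.78 CPM, by 4.11 ± 0.25 (edgeR adjusted p 9.53e-10), C1qc (ENSMUSG00000036896, chromosome 4, 136889804 to 136893065, minus strand) from 2.42 ± 0.651 to 41.2 ± 11.5 CPM, by 3.97 ± 0.25 (9.53e-10), and C1qa from 3.46 ± 1.33 to 54.6 ± 7.61 CPM, by 3.81 ± 0.25 (1.12e-09). Siglecf fell from 442 ± 47.8 to 173 ± 32.5 CPM (-1.35 ± 0.14, edgeR adjusted p 3.84e-06). Rassf5 (ENSMUSG00000026430, chromosome 1, 131176410 to 131245258, minus strand) fell from 193 ± 11.4 to 125 ± 9.03 CPM (-0.63 ± 0.09, edgeR adjusted p 0.000136), and Lepr (ENSMUSG00000057722, chromosome 4, 101717404 to 101815352, plus strand) from 179 ± 71.8 to 72.9 ± 12.8 CPM (-1.28 ± 0.19, edgeR adjusted p 0.000216), with 287 CPM in the outlying library and a change of -0.98 with 22 libraries. Apoe rose from 56.5 ± 19.8 to 317 ± 51.3 CPM (2.46 ± 0.20, edgeR adjusted p 9.95e-08), with 240.3 CPM in Siglec F-low replicate 1 and 335 to 351 CPM in the others. Spp1 (1.62 ± 0.29, edgeR adjusted p 0.00121), Mmp12 (2.51 ± 0.57, 0.0112) and Hspa5 (0.66 ± 0.16, 0.0156) were higher too. Cx3cr1 rose from 2.77 ± 0.885 to 6.44 ± 2.33 CPM (1.37 ± 0.35, edgeR adjusted p 0.025). The call of Hspa5, Siglec F-low against Siglec F-high, old asbestos, was lost without Siglec F-low replicate 4 (0.0728). That of Cx3cr1, Siglec F-low against Siglec F-high, old asbestos, was lost without Siglec F-high replicate 1, 2 or 4 (0.0730, 0.0823 and 0.0723) or Siglec F-low replicate 1 or 3 (0.113 and 0.0596).

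**Figure D2:**
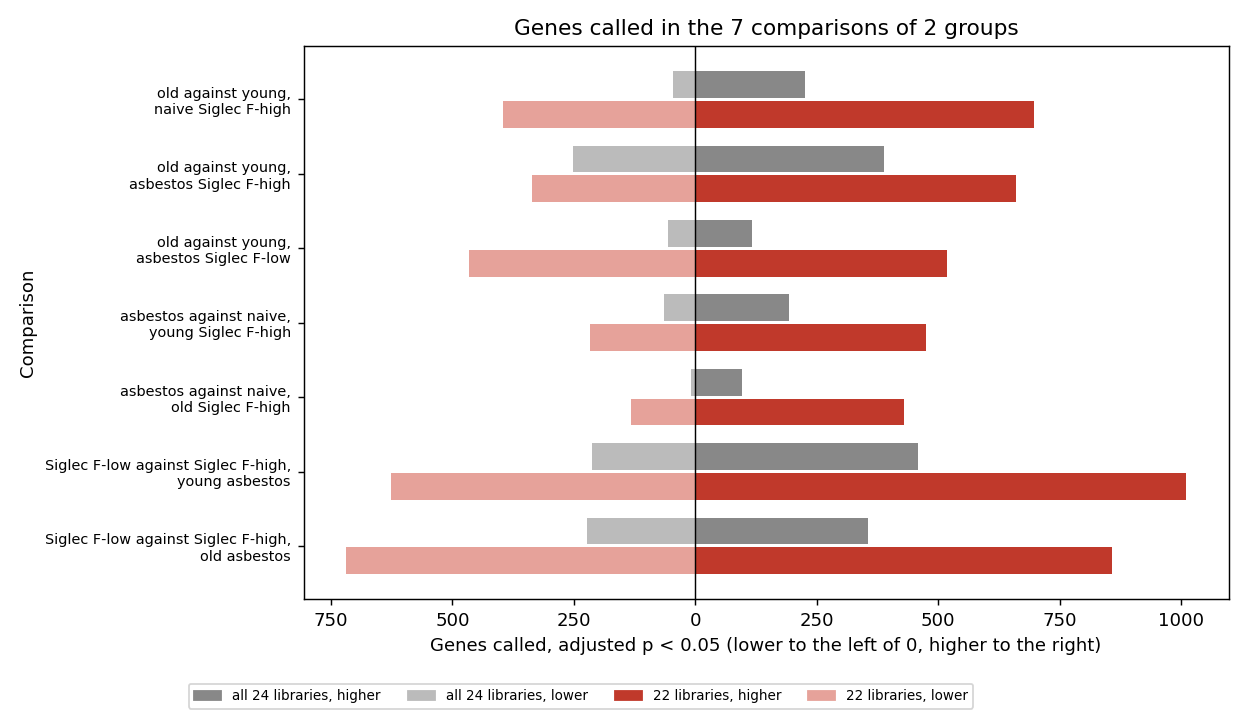
Genes called by edgeR at an adjusted p under 0.05 in the 7 comparisons of 2 groups, higher to the right of 0 and lower to the left, with all 24 libraries (grey) and with 22 (red). The totals were 105 to 672 with 24 libraries and 562 to 1638 with 22.

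**Figure D3:**
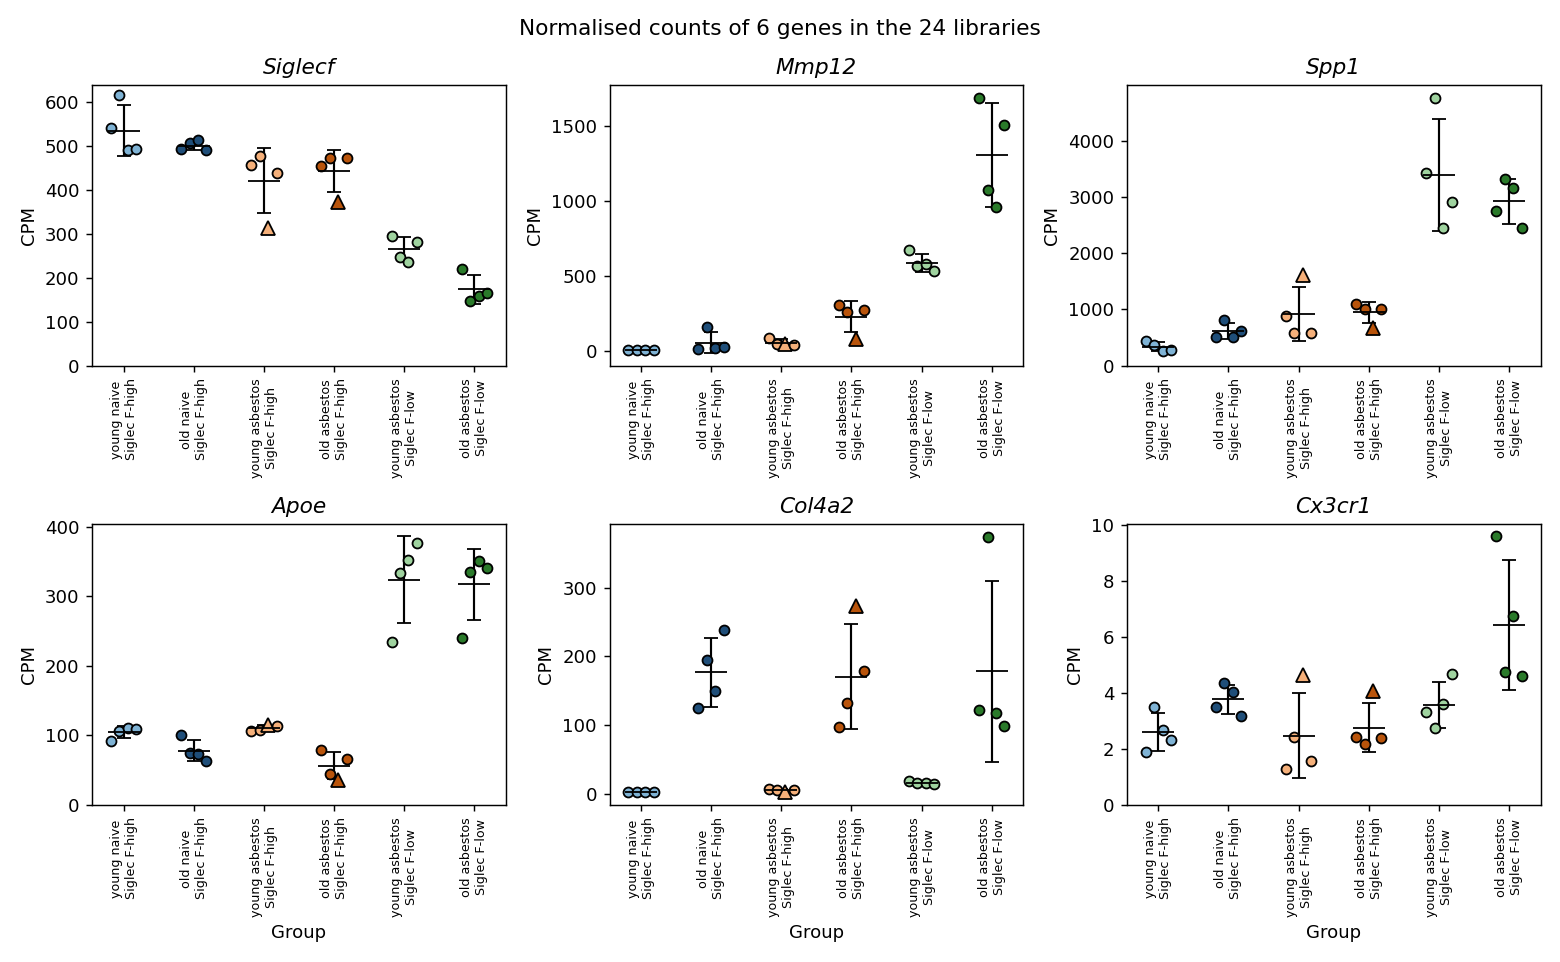
CPM of 6 genes in the libraries of the 6 groups, with the mean as a line, the SD of 4 libraries as error bars and the outlying libraries as triangles. Siglecf fell from 442 to 173 CPM between the old asbestos sorts while Apoe rose from 56.5 to 317 CPM. The cells were sorted by Siglec F, so the fall of Siglecf is not independent of the sort.

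Whether age changed the response to asbestos or the difference between sorts was tested by interactions. For the response to asbestos edgeR called 0 genes with 24 libraries, with 1050 at an unadjusted p under 0.05, where DESeq2 called 0 and limma voom with sample weights 3. For the difference between sorts edgeR called 0 genes, with 650 at an unadjusted p under 0.05, where DESeq2 called 4 and limma voom 15. With 22 libraries edgeR called 2 genes in each, Ide and Gca in the first and Ecm1 and Cpeb1 in the second, all with a negative interaction term, and 703 and 870 genes had an unadjusted p under 0.05. These fits are unpaired. With a replicate block within age and 22 libraries edgeR called 171 genes in the cell type difference by age interaction, asbestos, 49 higher and 122 lower, with Ecm1 and Cpeb1 among them (edgeR adjusted p 6.24e-05 and 0.00193). Leaving out young asbestos Siglec F-high replicate 3 alone also gave 2 genes in the asbestos response by age interaction, Siglec F-high, and 2 in the cell type difference by age interaction, asbestos. None of the 11 genes named in advance and given here was called in either interaction in either fit. With 24 libraries the interaction of Mmp12 with asbestos was -1.32 (edgeR adjusted p 0.593), and those with the sort were -0.69 for Siglecf and 0.90 for Apoe (0.761 for both). The differing calls of these genes at the 2 ages were therefore not shown to differ by age in the unpaired fits. Their interactions in the blocked fit are not given here.

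The overlap of the called genes was counted next. Of the 256 and 105 genes called after asbestos in young and old mice with 24 libraries, 52 were called at both ages, all in the same direction, and with 22 libraries it was 263 of 690 and 562, 262 of them in the same direction. Between the sorts 315 genes were called at both ages with 24 libraries, all in the same direction, and 914 with 22 libraries, 913 of them in the same direction. The age difference was called in 186 genes in both naive and asbestos Siglec F-high cells (522 with 22 libraries, 520 in the same direction), and in 127 in both asbestos sorts (451 with 22 libraries, all in the same direction). Across genes, which are not independent replicates, Pearson correlations of log2 fold changes with 24 libraries were 0.348 for the agreement of the asbestos response between ages, 0.516 for the agreement of the cell type difference between ages and 0.542 for the agreement of the age difference between Siglec F-high and Siglec F-low. Each pair shares a library group or an error estimate, and without a filter on low counts they were 0.0753, 0.147 and 0.133. With 22 libraries they were 0.513, 0.612 and 0.603.

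The 8 gene lists were tested in the 7 comparisons. Of these 56 tests camera at its preset correlation called 32, fry called 20 and camera at an estimated correlation called 5, so the calls given here are those of fry with 24 libraries. The 5 that held at an estimated correlation were the cell cycle list for age in naive cells (adjusted p 0.0373) and in Siglec F-low cells (0.00204), and the monocyte-derived list after asbestos in young mice (0.0373) and between the sorts in young (0.00204) and old mice (0.000727). With 22 libraries camera called 31 and fry 25. Fry called 7 with 22 libraries alone. For age in naive cells they were the monocyte-derived list (median log2 fold change 0.07, fry adjusted p 0.0194) and the chaperone list (-0.20, 0.00939), and for age in asbestos Siglec F-high cells the monocyte-derived list (0.37, 0.0162). The others were the integrated stress response list (0.21, 0.0162) and the heat shock list (-0.25, 0.0264) for age in Siglec F-low cells, the cell cycle list after asbestos in old mice (0.24, 0.0338) and the chaperone list between the young sorts (0.27, 0.00517). No list that camera called changed the sign of its median under RLE factors or library totals alone.

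In the age comparisons, the cell cycle list was lower in old naive Siglec F-high (median log2 fold change -0.44, fry adjusted p 0.00616, 0 of 21 members higher), asbestos Siglec F-high (-0.43, 0.000955, 2 of 21) and asbestos Siglec F-low cells (-0.69, 0.000213, 0 of 21). Of its members edgeR called 3, 9 and 6 over all genes, and 11, 13 and 17 when adjusted over the list alone. The endoplasmic reticulum chaperone list was lower in old asbestos Siglec F-high (-0.47, fry adjusted p 0.000550, 1 of 18 higher) and Siglec F-low cells (-0.25, 0.0376, 0 of 18), with 8 and 0 members called over all genes and 13 and 0 when adjusted over the list alone. The cytosolic heat shock list was lower in old naive (-0.34, fry adjusted p 0.0127, 2 of 14 higher) and old asbestos Siglec F-high cells (-0.46, 0.0156, 3 of 14), the latter not called by fry with 22 libraries (0.0792), with 2 and 3 members called over all genes and 5 and 7 when adjusted over the list alone. The monocyte-derived list was higher in old Siglec F-low cells (0.42, fry adjusted p 0.0342, 17 of 22 higher), with 2 members called over all genes and 7 when adjusted over the list alone.

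After asbestos the monocyte-derived list was higher in young (median 0.55, fry adjusted p 0.000389, 17 of 22 higher) and old Siglec F-high cells (0.50, 0.00219, 16 of 22), with 8 and 4 members called over all genes and 11 and 9 when adjusted over the list alone. In young mice the chaperone list (0.38, fry adjusted p 0.0222, 14 of 18 higher) and the cell cycle list (0.33, 0.0342, 18 of 21) were higher, with 1 and 3 members called over all genes and 11 and 8 when adjusted over the list alone. Heat shock was lower in young (-0.29, fry adjusted p 0.0281, 4 of 14 higher) and old mice (-0.30, 0.0222, 1 of 14), with 3 and 0 members called over all genes and 4 and 3 when adjusted over the list alone, and the call in old mice was lost with 22 libraries (0.0747). A handling difference between naive and asbestos samples, raised below for Rhob and Jun, was not tested as a source of the lower heat shock list.

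Between the sorts the monocyte-derived list was higher in Siglec F-low cells of young (median 1.60, fry adjusted p 1.41e-08, 21 of 22 higher) and old mice (1.54, 1.67e-09, 21 of 22), with 14 members called over all genes at each age and 14 and 18 when adjusted over the list alone. The integrated stress response list was higher in young (0.37, fry adjusted p 0.0342, 15 of 19 higher) and old mice (0.46, 0.0118, 17 of 19), with 1 and 4 members called over all genes and 6 and 6 when adjusted over the list alone. With 22 libraries its median was 0.12 in young (fry adjusted p 0.0224) and 0.41 in old mice (0.00225). In old mice the chaperone list was higher (0.46, fry adjusted p 0.00283, 16 of 18) and the resident list lower in Siglec F-low cells (-0.16, 0.0342, 6 of 18 higher), with 2 and 7 members called over all genes and 6 and 9 when adjusted over the list alone. The resident list was lower by -0.29 in young mice, where fry did not call it (0.0774), and by -0.04 with 22 libraries. This list holds Siglecf, the gene of the marker used for the sort, and was not tested without it.

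The proteasome list was not called by fry in any comparison, and its median depended on the outlying libraries. It went from -0.47 with 24 libraries to 0.09 with 22 for old against young, asbestos Siglec F-high, from -0.18 to 0.08 for asbestos against naive, old Siglec F-high, and from -0.16 to 0.14 for Siglec F-low against Siglec F-high, young asbestos. The type I interferon list was called neither by camera nor by fry in any comparison, in either fit. In 4 tests with 24 libraries, none of them called, the median, mean and camera direction of a list differed in sign. They were the interferon list for age in asbestos Siglec F-high cells (median -0.14, mean 0.08, up), the integrated stress response list after asbestos in young (0.03, -0.05, up) and old mice (-0.07, 0.05, down), and the cell cycle list between the old sorts (-0.01, 0.01, down). Marco (ENSMUSG00000026390, chromosome 1, 120474538 to 120505024, minus strand), Ddit3 (ENSMUSG00000025408, chromosome 10, 127290774 to 127296288, plus strand) and Atf4 (ENSMUSG00000042406, chromosome 15, 80255184 to 80257541, plus strand) were called in no comparison by edgeR, with 24 or with 22 libraries.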

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

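The tests of rRNA and low depth, of cells of another type and of a wrong label in the outlying libraries, of failed libraries and chance for single genes, of Ide, Ecm1 and Cpeb1, and of other splits of the samples were chosen only after the results were seen, as was the fit of 22 libraries. In 183 groups of 4 libraries, 5 measures of each library (total count among them) and the CPM of the named genes were examined for a library far from the other 3. This was found in 27 groups, where chance gives about 1 in 20, or 9.15. Of these, 14 fell in the 2 outlying libraries and 13 in single genes of 11 of the other 22 libraries, out of 153 groups for genes.

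Old asbestos Siglec F-high replicate 3 lay far from its group in rRNA-related counts (71.6%, others 0.456 to 0.743%), genes with a count (15037, others 17690 to 18135), TMM factor (0.315, others 1.02 to 1.05) and correlation with the rest of the group (0.900, others 0.977 to 0.982). Its CPM was also apart for Pparg (181, others 191 to 192), Cx3cr1 (4.08, others 2.17 to 2.41) and Lepr (287, others 137 to 148). GC content was argued against, since the correlation across genes of its deviation with GC content was -0.068, inside the range of the other 22 libraries (-0.174 to 0.211). Cells of the 9 other types examined were argued against too, as 0 of their marker lists had a summed CPM above that of all 22 other libraries. With rRNA-related genes removed and the group thinned to the 1107918 counts left in it, its correlation with the mean of 2 other libraries was 0.886, where the others reached 0.843 to 0.859, in line with rRNA and the low depth left beside it as the source of its low correlation. Gene length may add to it, since its deviation correlated with transcript length at 0.433, outside the range of the others (-0.373 to 0.334). A poor library of another group and one of this group cannot be told apart. The correlation with the centred group mean was 0.140 for old naive and 0.128 for its own group. On 560 genes called between old naive and old asbestos libraries it stood at 0.468, where 0 is the naive mean and 1 the asbestos mean, between the old naive libraries (-0.0657 to 0.112) and the other old asbestos libraries (0.886 to 1.09). No biological explanation was tested, since the design gives none for a single library.

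Young asbestos Siglec F-high replicate 3 lay far from its group in rRNA-related counts (1.31%, others 0.408 to 0.496%), genes with a count (12528, others 17965 to 18514), TMM factor (0.871, others 1.07 to 1.11) and correlation with the rest of the group (0.865, others 0.971 to 0.975). Its CPM was apart for Car4 (1843, others 629 to 817), Ecm1 (10.9, others 23.3 to 25.3) and Pilra (238, others 156 to 165). The tables argue against lower depth, since the other libraries thinned to its total still had counts in 17271 to 17688 genes. They argue against gene length and GC content as the source, since the correlations of its deviation with these, -0.216 and -0.106, lay inside the ranges of the other 22 libraries. Against cells of 8 of the 9 other types, 0 of their lists had a summed CPM above that of all 22 others. The erythroid list did, at 26.6 CPM where the others reached 6.05, and 3 of its 5 markers were above all 22 (Hbb-bs at 17.1, Hba-a1 at 7.83 and Hbb-bt at 1.64 CPM), while Hba-a2 and Alas2 were at 0. Erythroid cells cannot be told apart from chance capture of a few molecules, since these genes are few and held 0.00231% of the counts. A poor library of another group cannot be told apart from one of this group, since the correlation with the centred mean of its own group (0.101) was only 0.0198 above that with young naive libraries (0.0815), all 6 were near 0 and no spread is known. A library made from few RNA molecules was not tested, and the design gives no biological explanation for a single library.

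The proteasome list moved in opposite directions in these libraries. Its median deviation was -0.99 in the old and 1.29 in the young one, where lists matched for length and expression had medians of -0.75 and 0.41. At most 0.51% of 10000 matched lists moved as far in either library, which argues against gene length as the whole cause, and no biological explanation was tested.

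In the other 22 libraries single genes stood apart in 13 groups. Higher than the rest of their group were Marco in young naive replicate 1 (608 CPM, others 121 to 129) and old asbestos Siglec F-low replicate 2 (614, others 249 to 307), Pparg in old naive replicate 1 (229, others 211 to 212), Car4 in old naive replicate 4 (773, others 358 to 394), Mmp12 in old naive replicate 2 (155, others 12.6 to 25.5) and Mmp12 in young asbestos Siglec F-high replicate 1 (87.3, others 39.8 to 42.6). So were Col4a2 in old asbestos Siglec F-low replicate 2 (374, others 98.8 to 122), H2afx in old asbestos Siglec F-high replicate 2 (36.6, others 32.7 to 32.8), Kif11 in old asbestos Siglec F-low replicate 3 (23.3, others 16.3 to 17), Arg1 in young asbestos Siglec F-low replicate 2 (211, others 131 to 137) and Ptgs1 in young naive replicate 1 (6.38, others 3.69 to 4.12). Lower than the rest were Apoe in old asbestos Siglec F-low replicate 1 (240.3, others 335 to 351) and Col4a2 in young naive replicate 3 (2.14, others 2.83 to 2.87). A failed library was argued against, since, with the outlying libraries left out of their groups, the lowest correlation with the rest of the group was 0.988 among these libraries and 0.986 among libraries without such a gene. Chance cannot be told apart from a real difference between animals for the set, since the exact binomial p of 0.0440 takes correlated genes as independent.

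For Kif11 in old asbestos Siglec F-low replicate 3, 15 of the 20 other tested cell cycle genes were also highest in that library, in line with more cycling cells in it. For Mmp12 in old naive replicate 2, 10 of the 21 other tested genes of the monocyte-derived list were highest there. More monocyte-derived cells and a difference in Mmp12 itself cannot be told apart, since the other genes went both ways. For Marco in young naive replicate 1 a shift across the library was argued against, as 168 genes lay at least 2-fold outside the other 3 libraries, within the 48 to 280 of the other 7 naive libraries. Differences between animals within a group stay open for all of these and were not tested.

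With 22 libraries 4 genes differed between ages in an effect, by the interaction test. Ide (ENSMUSG00000056999, chromosome 19, 37268743 to 37337852) had an interaction of -1.27 ± 0.09 with asbestos (edgeR adjusted p 5.02e-08), against -1.03 with 24 libraries (0.587). Its CPM was 53.7 to 61.5 in young and 87.8 to 99.7 in old naive libraries, but 94.4 to 102 in young and 63.8 to 66.2 in old asbestos Siglec F-high libraries, and the outlying ones held 38.7 and 67.0. Gca (ENSMUSG00000026893, chromosome 2, 62664285 to 62694109) had an interaction of -1.43 ± 0.24 (edgeR adjusted p 0.0269), with 19.8 ± 2.54 and 29.8 ± 4.27 CPM in young and old naive libraries and 52.5 ± 12.8 and 29.2 ± 5.27 CPM in asbestos Siglec F-high libraries (3 each). Of 100 splits drawn 11 gave as many genes as the 2 found, up to 1133, but a split that mixes the ages turns age differences into interactions, so the splits do not show whether chance can be excluded. With 24 libraries the count was 0, which all 100 splits reach. A swap of the age labels of the naive libraries was argued against for Ide, as 95.2% of the genes called between ages in naive cells had the same sign in asbestos Siglec F-high cells. A copy number or strain difference around Ide cannot be told apart from regulation. Of its 9 tested neighbours 1, Fgfbp3, had an unadjusted interaction p under 0.05, in the same direction (-2.12) but near the floor. In asbestos cells the age difference of Ide was alike in Siglec F-high (-0.60 ± 0.07) and Siglec F-low cells (-0.56 ± 0.06). A difference between the mice of the groups would give this, and so would a response shared by both sorts. An age difference in the response stays open, and for Gca no technical explanation was tested.

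Between the sorts with 22 libraries, the interaction with age was -1.29 ± 0.18 for Ecm1 (edgeR adjusted p 0.00385, against -1.41 and 0.202 with 24 libraries) and -1.74 ± 0.27 for Cpeb1 (0.00945, against -1.57 and 0.202). Ecm1 averaged 24.1 ± 1.09 (3 libraries) and 101 ± 8.20 CPM in the young and 118 ± 18.8 (3 libraries) and 202 ± 12.0 CPM in the old Siglec F-high and Siglec F-low sorts. Cpeb1 (ENSMUSG00000025586, chromosome 7, 81347026 to 81455465) averaged 3.17 ± 0.792 and 10.8 ± 1.39 CPM in the young and 20.7 ± 4.41 and 21.3 ± 0.740 CPM in the old sorts. For this count, 14 of 100 splits drawn gave as many genes with 22 libraries, up to 913, and 100 of 100 with 24, where it was 0. For the same reason these splits do not show whether chance can be excluded. The splits were unpaired. A replicate block within age met the rule of the pairing check for the old sorts alone. With 22 libraries it gave 171 genes for the cell type difference by age interaction, asbestos, with Ecm1 at -1.25 and Cpeb1 at -1.60. Carry-over of Siglec F-low cells into the old Siglec F-high sort was argued against as the whole cause. In naive Siglec F-high cells, where no asbestos Siglec F-low cells can be carried over, old exceeded young by 2.29 ± 0.13 for Ecm1 and 2.47 ± 0.19 for Cpeb1, more than in the Siglec F-low sort by 1.28 ± 0.17 and 1.49 ± 0.25. In asbestos Siglec F-high cells the age difference was 2.30 ± 0.14 and 2.72 ± 0.21. The share of carried cells needed to raise the old Siglec F-high sort from its naive level was 37.6 ± 8.93% for Ecm1 and 91.5 ± 44.7% for Cpeb1. The 12 genes of the monocyte-derived list that could be used gave -6.03 to 23.8%, with a median of 7.64% and more spread than 1 common share allows (chi-square per degree of freedom 8.99). An age difference in the Siglec F-high cells stays open, and so does a smaller carried share.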

How the results depend on the processing

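The fit of 22 libraries with its Spearman, fry and blocked versions, robust dispersions, the leaving out of libraries outside the compared groups, and the splits were tests chosen only after the results were seen. Counts of called genes are given in the order old against young, naive Siglec F-high (273), old against young, asbestos Siglec F-high (641), old against young, asbestos Siglec F-low (174), asbestos against naive, young Siglec F-high (256), asbestos against naive, old Siglec F-high (105), Siglec F-low against Siglec F-high, young asbestos (672) and Siglec F-low against Siglec F-high, old asbestos (579). With library totals alone they were 145, 225, 54, 91, 47, 275 and 270. This scaling moved the split of the calls from 117 higher and 57 lower to 50 and 4 in the third, from 459 and 213 to 217 and 58 in the sixth and from 355 and 224 to 240 and 30 in the last, where it moved the median of all genes to 0.19. RLE factors gave 280, 686, 169, 269, 110, 700 and 581. By DESeq2 the counts were 451, 1463, 332, 585, 254, 1099 and 942, and by limma voom with sample quality weights 1870, 1896, 1285, 1895, 687, 2309 and 2089. With the libraries of the compared groups alone they were 685, 17, 798, 10, 51, 181 and 610, low in each comparison that holds an outlying library except the last. Thinned to the smallest library they were 86, 241, 25, 74, 46, 252 and 238, which shows what the depth limits. With 22 libraries they were 1094, 997, 983, 690, 562, 1638 and 1578. A mean of at least 10 CPM tested fewer genes and gave 151 in the first and 100 in the third. In the last it gave 214 higher and 211 lower. An absolute log2 fold change of at least 1 left 355 in the second, 98 in the third, 159 in the fourth, 389 in the sixth and 321 in the last. Adjusted over all comparisons together, the fifth was 168. Robust dispersions, no filter and removal of immunoglobulin, T cell receptor, haemoglobin and other-cell genes left all 7 counts within 1.5 times. Except for those that fewer genes, fewer libraries, lower depth or a stricter rule bring about, the cause was not tested.

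The replicate block within age, which treats sorts of 1 number as 1 animal, gave 272 genes (241 higher, 31 lower) for Siglec F-low against Siglec F-high, young asbestos, and 164 (133 higher, 31 lower) for Siglec F-low against Siglec F-high, old asbestos, in the 16 asbestos libraries, and 0 for the interaction. Without the outlying libraries it gave 3371 and 2537, and 171 for the cell type difference by age interaction, asbestos. The block met the rule of the pairing check for the old sorts alone, where 2537 stands beside 1578 without it. That rule cannot tell the same animal from another likeness of libraries with the same number. An additive replicate block over all 24 libraries kept all 7 counts within 1.5 times, and old against young, asbestos Siglec F-high, went to 436 (319 higher, 117 lower). The cause was not tested.

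Leaving out each library in turn gave a range for every count, and each library that moved one over 1.5 times is named. For old against young, naive Siglec F-high, the range was 179 to 726, with young naive replicates 3 and 4 at 179 and 180 and young asbestos Siglec F-high replicate 3 at 726. For old against young, asbestos Siglec F-high, it was 314 to 1592, with young asbestos Siglec F-high replicates 1, 2 and 4 at 1542, 1395 and 1592 and old asbestos Siglec F-high replicates 1 and 4 at 336 and 314. For old against young, asbestos Siglec F-low, it was 77 to 620, with young asbestos Siglec F-high replicate 3 at 620, young asbestos Siglec F-low replicates 1 to 4 at 77, 99, 102 and 99, and old asbestos Siglec F-low replicates 1, 2 and 4 at 106, 93 and 104. For asbestos against naive, young Siglec F-high, it was 101 to 647, with young naive replicates 2, 3 and 4 at 134, 101 and 106 and young asbestos Siglec F-high replicates 2, 3 and 4 at 647, 398 and 642. For asbestos against naive, old Siglec F-high, it was 39 to 411, with old naive replicates 1, 2 and 3 at 39, 42 and 40, young asbestos Siglec F-high replicate 3 at 411 and old asbestos Siglec F-high replicate 4 at 59. Siglec F-low against Siglec F-high, young asbestos, ranged from 427 to 1158, with young asbestos Siglec F-high replicate 1 at 1158 and young asbestos Siglec F-low replicates 1, 2 and 3 at 427, 433 and 433. Siglec F-low against Siglec F-high, old asbestos, ranged from 269 to 1543, with young asbestos Siglec F-high replicate 3 at 1543 and old asbestos Siglec F-low replicates 3 and 4 at 372 and 269.

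The asbestos response by age interaction, Siglec F-high, and the cell type difference by age interaction, asbestos, had 0 calls by edgeR, 1050 and 650 genes at an unadjusted p under 0.05, and 0 and 4 calls by DESeq2. By limma voom with sample quality weights there were 3 and 15 calls, and with 22 libraries 2 and 2. Leaving out each library in turn gave 0 to 2 in each, 2 without young asbestos Siglec F-high replicate 3. The cause was not tested.

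Every other split of the 8 libraries of a comparison gave fewer called genes with 24 libraries, so chance was excluded for all 7 counts if the libraries are unpaired (1 of the 35 splits of the 8 libraries gave as many genes, the real one). All splits, with 24 or 22 libraries, took the libraries as unpaired. The old asbestos sorts passed the pairing check with 22 libraries, and splits that keep such pairs were not made. With 22 libraries 1 of the 35 splits did in 6 comparisons. In old against young asbestos Siglec F-high, 1 of the 10 splits did, and 10 splits are too few to exclude chance. For the lists called by camera, 19, 14, 6, 7, 15, 7 and 14 of the 35 splits gave as many in the 7 comparisons in the order above, so chance was not excluded in any. For those called by fry it was 1 of 35 in 5 comparisons, but 3 of 35 for asbestos against naive in old mice and 2 of 35 between the young sorts, where chance was not excluded. With 22 libraries 2 of 35 splits gave as many lists called by fry for asbestos against naive in young mice, the same comparison in old mice and between the old sorts, so chance was not excluded there either. It was 1 of 35 in 3 comparisons, and 1 of 10 for age in asbestos Siglec F-high cells, which is too few to exclude chance.

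The agreement of the asbestos response between ages (0.348) was 0.144 by Spearman correlation, 0.0753 without a filter and 0.513 with 22 libraries, and 0.268 to 0.414 with single libraries left out. By Spearman correlation with 22 libraries it was 0.446. The agreement of the cell type difference between ages (0.516) was 0.356 by Spearman correlation and 0.147 without a filter, and ranged from 0.434 to 0.567. By Spearman correlation with 22 libraries it was 0.516. The agreement of the age difference between Siglec F-high and Siglec F-low (0.542) was 0.439 by Spearman correlation, 0.133 without a filter and 0.461 by Spearman correlation with 22 libraries, and ranged from 0.464 to 0.560. No correlation changed sign. The cause was not tested.

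The gene list tests gave 32 calls by camera, 20 by fry, 5 with the estimated correlation and 29 to 34 with single libraries left out. Of the 32 calls, 25 held with 22 libraries, 28 with library totals, and 32 with RLE factors, no filter or a prior count of 0.5. With 22 libraries, under camera and under fry, the median of the proteasome list reversed to 0.0878 (gene list: proteasome, old against young, asbestos Siglec F-high), 0.0828 (gene list: proteasome, asbestos against naive, old Siglec F-high) and 0.14 (gene list: proteasome, Siglec F-low against Siglec F-high, young asbestos). With single libraries left out the second ranged from -0.29 to 0.0830, the last without old asbestos Siglec F-high replicate 3, and the third from -0.25 to 0.14, the last without young asbestos Siglec F-high replicate 3. Without the latter the resident list between the young sorts and the proteasome list after asbestos in young mice were no longer called, nor was the proteasome list between the old sorts without the former. In 15 other cases a call by camera was lost with a library left out and the sign of the median was kept. The monocyte-derived list with age in naive mice was lost without young naive replicate 1 or 3, old naive replicate 2 or young asbestos Siglec F-high replicate 3. The resident list with age in the Siglec F-low sort was lost without replicate 3 of either asbestos Siglec F-high group, young asbestos Siglec F-low replicate 1 or old asbestos Siglec F-low replicate 4. The heat shock list after asbestos in young mice was lost without young asbestos Siglec F-high replicate 2 or 4, and the proteasome list after asbestos in old mice without old naive replicate 1 or 2. The proteasome list between the young sorts was lost without young asbestos Siglec F-low replicate 3 or 4 or old asbestos Siglec F-high replicate 3. The cause was not tested.

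Of 62 called values of named genes none reversed. All 62 stayed called under DESeq2, RLE factors and limma voom, 61 with 22 libraries, 60 without a filter or with an additive replicate block, 46 with the compared groups alone, 45 after thinning and 44 with library totals. With single libraries left out, 468 of 496 values stayed called, and the other 28 belonged to 9 results, of which 8 are given above with each library. A further 13 values not called with 24 libraries were followed because the fit of 22 libraries called them, so their number says nothing of other values that were not called. The value for Cx3cr1, Siglec F-low against Siglec F-high, young asbestos, not called, reversed to -0.0494 after thinning, at 2.48 and 3.58 CPM where depth limits it.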

Other observations

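The tests of carry-over in young mice, of Xist and of B cells were chosen only after the results were seen, and those of handling, of X-linked copies and of plasma cells were set before the genes they use were examined. All values here are from the fit of 22 libraries unless another is given, and the genes were chosen after their values were seen.

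The monocyte-derived list was higher in young asbestos Siglec F-high than in young naive libraries. If Siglec F-low cells carried over into the Siglec F-high sort were the source, each gene would give the same share. The 13 genes that could be used gave shares of 3.64% (Itgam) to 27.5% (Cd63), a difference of 23.8 percentage points, with more spread than 1 common share allows (chi-square per degree of freedom 3.64). Carry-over and a response of the Siglec F-high cells themselves cannot be told apart, since carried cells need not have the mean profile of the Siglec F-low sort and the SE of each share rests on 3 or 4 libraries per group. A response to asbestos stays open and was not tested apart from it.

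Rhob and Jun were lower in asbestos than in naive libraries at both ages. Of 17 tested genes that respond to cell handling, 12 were lower after asbestos at both ages, with medians of -0.38 in young and -0.19 in old mice. Of these 17 edgeR called 7 lower and 0 higher in young, and 5 lower and 1 higher in old mice, with Klf2 at -0.99 and -1.07, Egr1 at -1.29 and -1.84 and Ier2 at -0.58 and -0.70. This is consistent with a handling response that differed between naive and asbestos samples. A change of these genes by asbestos in the animal stays open and was not tested.

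The 4 Y-linked genes tested (Ddx3y, Kdm5d, Uty and Eif2s3y) were lower in old than in young libraries in all 12 values over the 3 age comparisons, with a median of -0.40, and edgeR called 6 of the 12, 3 in naive and 3 in Siglec F-low cells. In asbestos Siglec F-high cells it called 0 of 4 (-0.31 to -0.10, edgeR adjusted p 0.276 to 0.795), with none at an unadjusted p under 0.05. In naive cells Kdm5d changed by -0.68 (edgeR adjusted p 0.000133) and Ddx3y by -0.43 (0.0116). Cells of female mice in the old samples were argued against, since Xist reached at most 0.268 CPM in an old and 0.154 CPM in a young library. A lower expression of the gene family was argued against too, as the median of the X-linked copies over the 3 comparisons was 0.10, with 0 of 12 values called. In naive cells 3 of the 4 X-linked copies were lower, at -0.02 to -0.22 (unadjusted p 0.00948 for Kdm6a), but less so than the Y-linked genes (-0.43 to -0.68). A loss of the Y chromosome in some old cells may be the source, as a hypothesis found and tested on the same data, and reads shared between the X- and Y-linked copies could also hide part of a change. The sex of the animals was not used here.

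Ighm (ENSMUSG00000076617, chromosome 12, 113418558 to 113422730) was higher in old than in young naive libraries, at 118 to 257 against 30.2 to 46.4 CPM (log2 fold change 2.26, edgeR adjusted p 0.000192), while Igkc changed by 0.88 (0.137). B cells were argued against, since 1 of the 6 other B cell markers tested was higher in old (median -0.21). Of 6 plasma cell genes tested, 2 were higher (median -0.14, range -0.55 to 0.18, edgeR adjusted p 0.297 to 0.958). Jchain changed by 0.70 (edgeR adjusted p 0.383). The plasma cell genes did not rise with Ighm, but Igkc and Jchain, neither of them called, went the other way. Plasma cells cannot be told apart from expression or uptake by the sorted cells. The plasma cell genes are few, and reads shared between immunoglobulin genes were not followed.

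Markers of 9 other cell types were followed in the 7 comparisons. The 8 B cell markers tested were lower after asbestos, with a median of -1.27 in young mice (6 called by edgeR, 0 higher) and -1.19 in old mice (4 called, 0 higher), and medians from -0.08 to 0.18 in the other 5 comparisons with 0 to 2 called. T cell markers (8 tested) had medians of -0.92 to 0.06, alveolar type 2 markers (8) of -1.16 to 0.93, airway markers (3) of -1.86 to 1.69, eosinophil markers (3) of 0.08 to 2.45 and endothelial markers (8) of -0.83 to 1.09, with at most 1 gene called in a comparison. The eosinophil medians were highest after asbestos, at 2.45 in young and 2.11 in old mice, with all 3 markers higher and 1 called at each age. Whether the asbestos sorts held more eosinophils was not tested. Neutrophil markers (6) had medians of 0.19 to 0.92 with 0 to 3 genes called, and fibroblast markers (6) of -0.27 to 2.01 with 0 called. Of the erythroid markers 1 was tested and not called.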
